A study of Mus musculus with 2 samples. Its data were reported in "METTL3 is essential for postnatal development of brown adipose tissue and energy expenditure in mice" (2020).

How the data were processed

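Interscapular brown adipose tissue was taken from 8-week-old C57BL/6 mice of the flox/flox and BKO genotypes, and total RNA was extracted with TriPure. Per the study's methods, RNA of 4 mice was pooled for each genotype, so that the data hold 2 libraries, 1 per group. Groups were taken from the genotype and title given in the labels.

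The authors aligned paired-end reads to the mouse genome (Ensembl annotation of GRCm38) with TopHat2, counted reads per gene with HTSeq (version 0.6.1 per the submitters' processing notes) and deposited 1 FPKM value per gene and library, which scales fragments by exon length and library size. The step from counts to FPKM is not described further in the sources used here, nor is the treatment of strand or of reads that match several genes. HTSeq in its usual mode leaves out reads that cannot be given to a single gene, so genes with pseudogenes, close paralogs or overlapping neighbours can be too low. Such genes are called uncertain.

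Each table held 52768 genes, of which 52403 were matched by identifier to the GENCODE M21 annotation (GRCm38), 365 were not and 132 carried names the authors gave to loci outside the annotation. Names, gene classes and coordinates come from this annotation. The deposited FPKM were not counts, and no count model was run. FPKM multiplied by the union exon length fell on whole multiples of 1 constant per library, however, which gives the fragments behind each value. A value was taken as whole within 0.001 fragments plus a relative 1e-08. Of the 24856 genes above 0 in either library, 22391 gave whole fragments in both libraries at the annotated length. For 1001 others a single length within 50% of the annotated one did so and was used, and for 1464 the fragments stayed undetermined. Fragments were known for 11292 (92.5%) of the genes that passed the filter below.

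The totals were 18952538 fragments counted in genes for the flox/flox library and 20237539 for the library labelled BKO. The constants show that the deposited FPKM of the latter were scaled to its own total but those of the flox/flox library to 17480546, 92.2% of its total. The ratio of these sizes, 1.158, lies close to the median ratio of fragments over genes, 1.155, as a median-ratio scaling by the authors would give. This is inferred from the values. The deposited scaling was kept for the main results.

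The measure for each gene was the log2 ratio of the library labelled BKO over the flox/flox library after adding 0.1 FPKM to both values, which understates the change of low genes. Genes with a mean of at least 1 FPKM over both libraries were tested, 12205 in all, and those at least 2-fold higher or lower were counted. With 1 library per group no test between genotypes is possible. A fold in the text is the plain ratio of the 2 FPKM values, with an exact (Clopper-Pearson) 95% interval for the ratio of its fragments where these were determined. A gene with no fragment in a library was set at a floor of 3 fragments in that library and its fold given as a lower bound. Shares of fragments carry Wilson 95% intervals. All intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

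Gene lists were fixed before the data were examined: 14 main lists (thermogenic, general adipocyte, lipogenesis, lipolysis, lipid uptake, fatty acid oxidation, nuclear OXPHOS, mitochondrially encoded, adult skeletal muscle, macrophage, inflammatory mediators, extracellular matrix, endothelial and m6A machinery), further lists of pathways and of the other cell types such tissue can hold, and 3 panels of genes that the study measured by qPCR. Immediate-early, acute-phase and complement, and imprinted growth genes were added after the values had been seen. For each list the median log2 ratio of the members that passed the filter was set against 10000 random lists of the same size, drawn from tested genes in the same 20 bins of mean expression. A list was said to lie above or below its random range when its median fell outside the 2.5 to 97.5 percentiles. This describes the 2 libraries and is not a p-value.

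Named genes followed a rule set beforehand: *Mettl3*, the 10 highest and 10 lowest ratios among genes with a mean of at least 5 FPKM and values above 0 in both libraries, the most abundant member of each list, its 3 largest changes with the list and the largest against it, the study's qPCR genes, and any member of the short regulator lists. The text names 146 of the 289 genes under this rule, a choice made with values in view, and leaves out the others. *Aqp7*, *Itgam*, *Mertk*, *Col1a1*, *Col3a1*, *Ckb*, *Pm20d1*, *Hoxc8*, *Myh4* and *Tnnt3* fall outside it and were chosen after their values were seen, as were the members of the added lists. Alternatives covered pseudocounts of 1 and 0.01 FPKM, no filter and a filter of 5 FPKM, TPM, centring on the median ratio, a trimmed mean of log ratios, rescaling without the mitochondrial genes, the adult muscle list and the 20 most abundant genes, protein-coding genes alone, a threshold of 4-fold, unmatched random lists, and lists without the study's qPCR genes. Scaling to own fragment totals was added after the data were seen.

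The steps were tested on simulated libraries for this comparison, in which 200 genes were changed by known folds. A separate gene list was also raised, by 0.585 on the log2 scale, and its median came out at 0.597. Of all simulated genes, 11311 passed the filter. Of the genes changed 2.5-fold, 92% passed the 2-fold threshold, and of those changed 4-fold and 8-fold, 100%, while 106 of 11082 unchanged genes (0.957%) did so by counting error. Of 200 unchanged lists, 10 fell outside their random range. Their members were drawn at random, so this does not cover lists whose genes vary together. Fragments were determined for 98.6% of simulated genes, and 100% of those were right. The simulation held only genes whose fragments had been determined in the real data, with wrong lengths inside the range searched. Such recovery was therefore built in and does not bear on the 1464 genes left undetermined. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.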

Results

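Gene expression was measured by RNA sequencing of interscapular brown adipose tissue (iBAT) from 8-week-old C57BL/6 mice. BKO mice carried floxed *Mettl3* alleles and a *Ucp1*-iCre driver, which deletes *Mettl3* in brown adipocytes. Their flox/flox controls carried the floxed alleles alone. *Mettl3* encodes the catalytic subunit of the complex that writes N6-methyladenosine (m6A) on mRNA. Each genotype was represented by 1 library, pooled from 4 mice. The flox/flox library held 18952538 fragments counted in genes and the library labelled BKO 20237539. Expression above 0 was listed for 22194 and 22868 genes, respectively. With 1 library per group there was no replicate check, so no p-value is given and each difference describes these 2 libraries. Values in parentheses after a fold are 95% intervals, which cover counting error only and not differences between mice or library preparations.

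The targeted gene did not check the labels. *Mettl3* (ENSMUSG00000022160, chromosome 14, 52294841 to 52305128 on the minus strand, GRCm38) was at 1.80 FPKM in the flox/flox library and 2.38 FPKM in the library labelled BKO, from 165 and 253 fragments. It was 1.32-fold higher (1.08 to 1.62) in the library labelled BKO, where deletion would lower reads over the floxed exons. Exons 2 and 3, the floxed part, span 52300184 to 52300401 and 52299701 to 52300105 and make up 623 of the 2025 bases (30.8%) of its main 11-exon transcript. A value for the whole gene mixes these exons with the rest and with cells that do not express the driver. This value is opposite in direction to a deletion but cannot test the label, as the floxed exons were not measured apart. The study reports that the protein made from *Mettl3* was deleted in iBAT of BKO mice and not in the other tissues examined. That does not show which library came from such mice. The sample is therefore called the library labelled BKO throughout, and directions below follow the label. By the study's qPCR, thermogenic genes were lower and muscle genes higher in BKO mice, the direction that the labels give here. Its adipose panel followed only in part, as 9 of its 25 genes had log2 ratios above 0 here. These include *Adipoq*, *Fabp4*, *Fasn*, *Srebf1* and *Cpt2*, which its qPCR gave as lower.

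More genes were higher than lower in the library labelled BKO, with skeletal muscle, macrophage, inflammatory and extracellular matrix genes higher, while thermogenic, mitochondrial and endothelial genes were lower. Of 12205 genes with a mean of at least 1 FPKM, 1341 were at least 2-fold higher, 721 were at least 2-fold lower and 10143 lay within 2-fold. The higher genes thus made up 65.0% of those past 2-fold. This split depended on gene class, as 1199 of the higher but only 343 of the lower genes were protein-coding. Among protein-coding genes alone, 77.8% of those past 2-fold were higher. It also depended on scaling. The FPKM of all genes summed to 449531 in the flox/flox library and to 356239 in the library labelled BKO. Mitochondrial transcripts made up 38.3% of the former. After rescaling both libraries to the same sum (TPM), the median of all tested genes moved by 0.33 on the log2 scale and 83.4% of the genes past 2-fold were higher. Scaling each library to its own fragment total moved the median by 0.11. Changes of gene groups are therefore given against randomly drawn genes of matched expression, which move with the scaling. Among the 1207 higher genes with fragments determined and above 0 in both libraries, the counting interval lay above 2-fold for 864, and among 641 such lower genes for 289.

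**Figure D1:**
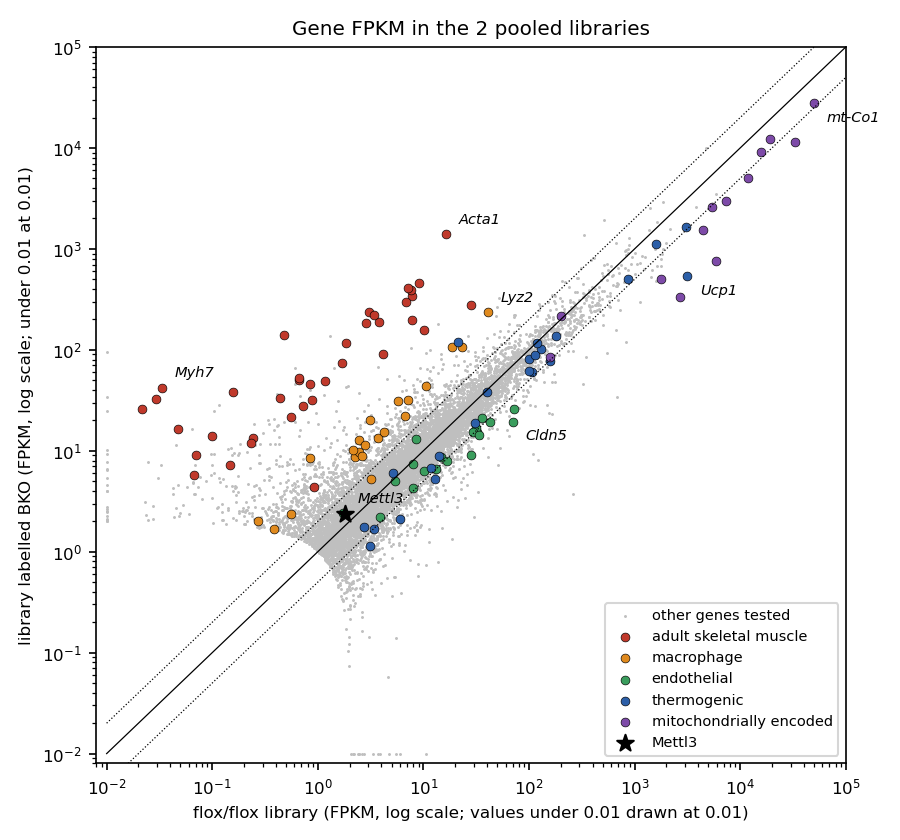
FPKM of each gene with a mean of at least 1 FPKM in the flox/flox library (x axis, log scale) and in the library labelled BKO (y axis, log scale), 1 pooled library each, with 5 gene lists coloured. The solid line marks equal values and the dotted lines 2-fold. All 37 adult skeletal muscle genes tested lie above the upper dotted line, and *Ucp1* lies below the lower one.

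Genes of the brown adipocyte thermogenic program were lower as a group in the library labelled BKO. *Ucp1*, the uncoupling protein that produces heat in brown fat mitochondria (ENSMUSG00000031710, chromosome 8, 83290352 to 83298452, GRCm38), was at 3164 FPKM in the flox/flox library and 537 FPKM in the library labelled BKO, 5.89-fold lower (5.80 to 5.99). *Prdm16*, a transcription factor of brown fat identity, was at 5.98 and 2.13 FPKM, from 974 and 402 fragments, and *Ppargc1a*, a coactivator of mitochondrial genes, was 2.45-fold lower (2.23 to 2.68). *Eva1a* was 2.73-fold lower (2.03 to 3.70), and *Gpd2*, the mitochondrial glycerol phosphate dehydrogenase, was 2.07-fold lower (2.02 to 2.12). Of the 23 members tested, 5 were at least 2-fold lower (3 under TPM) and 1 at least 2-fold higher. The median log2 ratio was -0.68, below the central 95% of random lists, -0.33 to 0.22.

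The lower values did not extend evenly over this program. *Cidea* was 1.41-fold lower (1.39 to 1.43), *Dio2*, the deiodinase that activates thyroid hormone, 1.59-fold lower (1.46 to 1.72), and *Adrb3*, the adrenergic receptor of adipocytes, 1.78-fold lower (1.71 to 1.85). *Otop1*, *Ppara* and *Plin5* had log2 ratios of -0.28, -0.08 and -0.02, each above 0 under TPM. *Esrrg* was 1.16-fold higher (1.04 to 1.29). *Elovl3*, a fatty acid elongase induced by cold in brown fat, ran against the group, at 21.1 FPKM in the flox/flox library and 119 FPKM in the library labelled BKO. *Fgf21* and *Bmp8b* had means below the filter. Of the 25 listed genes, 7 were in the qPCR panels and 13 were in another list. Markers of other cell types moved with these genes: the macrophage list had a median of 2.05 and the adult skeletal muscle list one of 5.65 in the opposite direction.

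**Figure D2:**
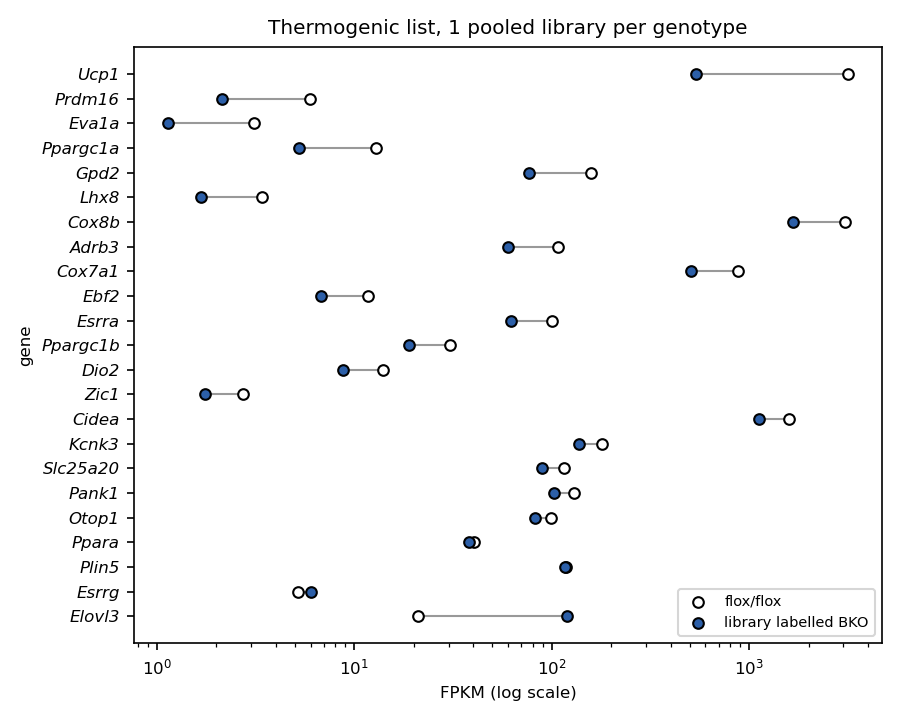
FPKM (x axis, log scale) of the 23 thermogenic genes tested, in the flox/flox library (open) and the library labelled BKO (filled), ordered by their ratio. *Ucp1* shows the widest gap downward, *Elovl3* is higher in the library labelled BKO, and *Plin5*, *Ppara* and *Otop1*, close to even here, turn higher under TPM.

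Genes shared by white and brown adipocytes went both ways. *Lep*, the satiety hormone of white fat, was 9.88-fold higher (8.07 to 12.2) in the library labelled BKO, *Retn* 3.68-fold higher (3.39 to 3.99) and *Plin4* 2.15-fold higher (2.10 to 2.19). *Adipoq* was at 665 and 1150 FPKM and *Fabp4*, the adipocyte fatty acid binding protein, at 1633 and 1829 FPKM in the flox/flox library and the library labelled BKO. *Car3* was 2.40-fold lower (2.37 to 2.43) and *Aqp7*, a glycerol channel, 2.16-fold lower (2.07 to 2.25), while *Pparg*, the master regulator of adipocyte differentiation, was 1.41-fold lower (1.36 to 1.47) and *Cebpa* 1.31-fold lower (1.28 to 1.34). The 20 genes had a median log2 ratio of 0.13, within the range of random lists, -0.46 to 0.16, with 3 genes at least 2-fold higher and 2 at least 2-fold lower, or 5 and 0 under TPM. Lipogenic genes also lay within their range, with a median of 0.17 over 19 genes. There, *Agpat2* was 4.12-fold higher (4.04 to 4.20), *Elovl6* 2.29-fold higher (2.24 to 2.33) and *Scd1*, a desaturase, 2.09-fold higher (2.08 to 2.10), from 404706 and 978901 fragments. *Fasn*, the fatty acid synthase, was 1.82-fold higher (1.81 to 1.83) and *Srebf1* 1.10-fold higher (1.06 to 1.15).

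None of the 12 lipolysis genes reached 2-fold (1 did, upward, under TPM), and their median of -0.03 turned positive under 3 other scalings, at 0.31 under TPM, 0.03 without the most abundant genes and 0.09 with own fragment totals. *Pnpla2*, the adipose triglyceride lipase, was 1.39-fold lower (1.37 to 1.40) and *Prkar2b*, a regulatory subunit of protein kinase A, 1.73-fold lower (1.70 to 1.77). *Mgll* had a ratio of 1.01 (0.989 to 1.03), which turned negative on the log2 scale after median centring. Lipid uptake genes were lower as a group, at a median of -0.46 over 12 genes against -0.40 to 0.34 for random lists, and this call was lost when the genes of the qPCR panels were left out, at -0.24. *Slc27a2*, a fatty acid transporter, was 4.05-fold lower (3.86 to 4.26), *Gpihbp1* 1.74-fold lower (1.64 to 1.85) and *Fabp3* 1.70-fold lower (1.65 to 1.75). *Fabp5* was 6.20-fold higher (5.78 to 6.65). For *Cd36*, *Lpl* and *Angptl4*, which make up a qPCR panel, the folds were 1.47 (1.45 to 1.49), 1.29 (1.28 to 1.30) and 1.66 (1.61 to 1.71) lower, and the median of these 3 was -0.55, within the range of random lists of this size, -0.94 to 0.86.

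Fatty acid oxidation and the tricarboxylic acid cycle were lower in the library labelled BKO. The 23 oxidation genes had a median of -0.75, below the random range of -0.39 to 0.17, with 6 at least 2-fold lower (4 with own totals and 1 under TPM) and none at least 2-fold higher. *Echs1* was 2.53-fold lower (2.46 to 2.61), *Acaa2* 2.41-fold lower (2.37 to 2.45) and *Etfa*, which passes electrons from the acyl-CoA dehydrogenases to the respiratory chain, 2.22-fold lower (2.17 to 2.27). *Cpt1b* was 1.88-fold lower (1.67 to 2.13), whereas *Cpt2* was 1.16-fold higher (1.13 to 1.19) and *Cpt1a* was at 4.70 and 6.45 FPKM. Of 21 genes of the tricarboxylic acid cycle, 5 were at least 2-fold lower (2 with own totals and 0 under TPM), with a median of -0.87. *Dlst* was 2.21-fold lower (2.16 to 2.26) and *Fh1* 2.17-fold lower (2.10 to 2.23), and *Pcx*, which makes oxaloacetate from pyruvate, was 2.32-fold higher (2.28 to 2.36).

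Nuclear genes of oxidative phosphorylation (OXPHOS) were lower by a similar, smaller step in nearly all cases. Of 77 genes, 74 had a log2 ratio below 0, yet only 2 passed 2-fold downward (0 under TPM and with own totals), *Sdhb* at 2.12-fold (2.06 to 2.17) and *Ndufv1* at 2.01-fold (1.96 to 2.06). Their median was -0.59, against -0.26 to 0.03 for random lists. By complex, the medians were -0.58 for complex I, -0.90 for complex II, -0.62 for complex III, -0.60 for complex IV and -0.54 for complex V. The value of complex III, over 9 genes, lay within its random range of -0.67 to 0.29 but below it under 3 alternatives, and those of complexes II, IV and V lost their calls at 5 FPKM (IV and V) or without the genes of the qPCR panels (II and IV). *Uqcrq* and *Ndufa8* turned higher under TPM. *Atp5g1* stood apart at 14.2-fold higher (10.5 to 19.8), a value that is uncertain because this gene has processed copies that can share its reads. The 13 mRNAs encoded by the mitochondrial genome had the lowest median of the main lists, -1.23, with 8 at least 2-fold lower (5 under TPM). They took 17.56% of the fragments in the flox/flox library (Wilson interval 17.54 to 17.58) and 9.363% in the library labelled BKO (9.351 to 9.376). *mt-Co1* was 1.77-fold lower (1.77 to 1.78), *mt-Co3* 3.53-fold lower (3.44 to 3.62) and *mt-Co2* 7.75-fold lower (7.60 to 7.91), and *mt-Nd3* was 1.08-fold higher (1.00 to 1.17). These genes have nuclear copies in the mouse genome, so single values among them are uncertain. Mitochondrial biogenesis regulators, at -0.26, and mitochondrial ribosomal proteins, at -0.14, lay within their random ranges and turned positive under TPM, at 0.06 and 0.20. Glycolysis genes, at -0.07, were within range as well and at 0.27 under TPM and 0.05 with own totals, with *Pfkm* alone past 2-fold, 2.15-fold higher (2.04 to 2.26).

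Skeletal muscle genes had the highest median of the main lists. All 37 adult muscle genes tested were at least 2-fold higher in the library labelled BKO, with a median log2 ratio of 5.65 against -0.23 to 0.17 for random lists. *Acta1*, the skeletal muscle actin (ENSMUSG00000031972, chromosome 8, 123891769 to 123894751, GRCm38), was at 16.5 and 1389 FPKM, 84.4-fold higher (76.8 to 92.9). *Myh7*, the slow myosin heavy chain, rested on 5 and 7291 fragments, 1259-fold higher (539 to 3880), and *Myh1*, a fast myosin, was 296-fold higher (226 to 396). *Casq2*, a calcium-binding protein of the sarcoplasmic reticulum, had the smallest ratio, 4.71 (3.40 to 6.65). Muscle transcripts were not absent from the control: 17 of the 38 listed genes reached 1 FPKM there, and the list took 0.02962% of its fragments (Wilson interval 0.02886 to 0.03041) against 1.443% (1.438 to 1.448) in the library labelled BKO. Slow and fast fibre genes were both higher, with medians of 6.47 over 12 genes and 5.53 over 14. Reads of related myosins can be shared between genes, so the split among them is uncertain.

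Genes of developing and regenerating muscle followed. *Myog*, a transcription factor of differentiating myocytes, had no fragment in the flox/flox library and 193 in the library labelled BKO, at least 55.6-fold higher against a floor of 3 fragments. *Myh3*, the embryonic myosin, had 0 and 660 fragments, at least 190-fold higher. *Myh8*, the perinatal myosin, was at least 103-fold higher, *Myod1* at least 12.4-fold higher and *Mymk*, the myoblast fusion factor, at least 13.2-fold higher. The 5 developing muscle genes that passed the filter had a median of 5.78, or 5.80 with genes at 0 placed at their bound, a value that depends on the pseudocount, at 2.88 with 1 FPKM. *Pax7*, the satellite cell marker, was at 0 and 12 fragments. Of genes enriched in heart, 1 passed the filter, *Myl4*, 3.11-fold higher (2.39 to 4.11). The genes of the muscle qPCR panel were all at least 2-fold higher, with *Tnnc1* at 80.2-fold (45.7 to 156), *Mb* at 49.5-fold (39.9 to 62.2), *Myh2* at 38.7-fold (31.4 to 48.3) and *Mef2c* at 2.64-fold (2.32 to 3.02). Their median was 5.59 over 7 genes. They come from the study of these libraries and are not counted as independent evidence of direction.

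**Figure D3:**
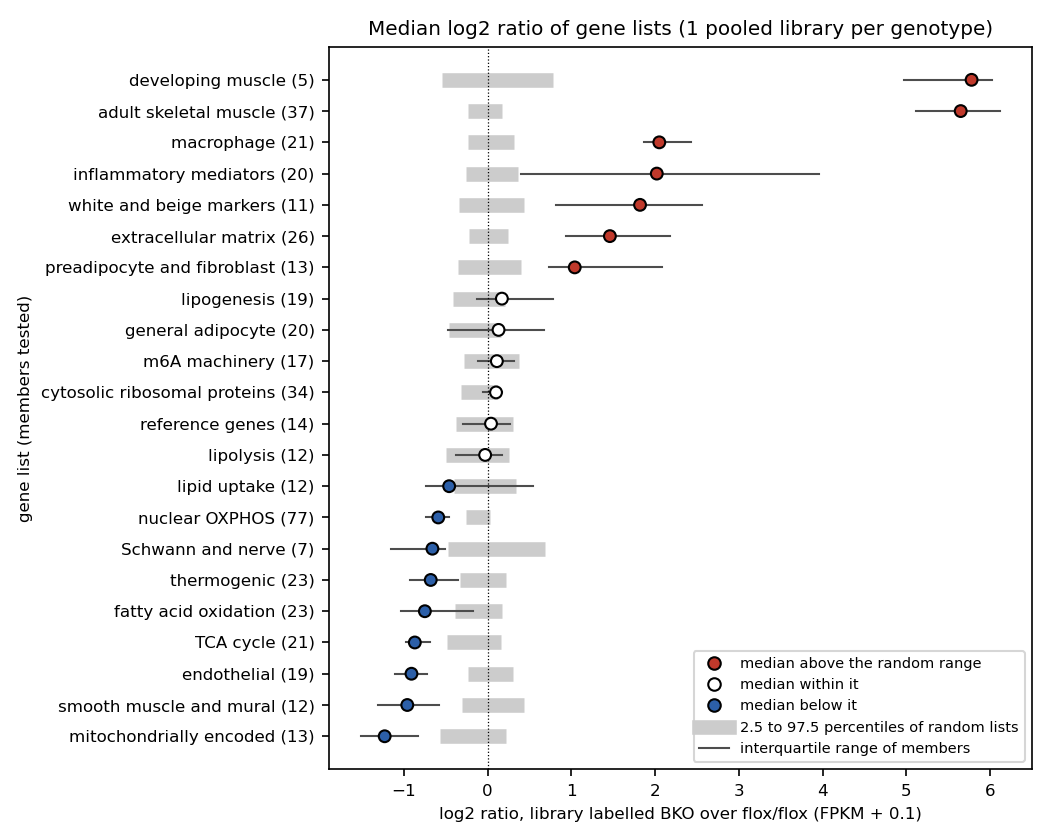
Median log2 ratio of the library labelled BKO over the flox/flox library (x axis) for 22 gene lists (y axis, number of genes tested in brackets), with the interquartile range of the members as a thin line and the central 95% of random lists of matched expression as a grey bar. Muscle lists lie farthest above their bars, the mitochondrially encoded list has the lowest median, and the lipolysis median turns positive under TPM, own totals and rescaling without the most abundant genes.

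Macrophage genes were higher in the library labelled BKO. Of 21 tested, 20 were at least 2-fold higher and the median was 2.05, against -0.23 to 0.31 for random lists. *Lyz2*, the lysozyme of myeloid cells, was at 41.0 and 237 FPKM, 5.77-fold higher (5.39 to 6.19), *Cd68* 6.50-fold higher (5.04 to 8.50) and *Itgam* 7.38-fold higher (4.82 to 11.8). *Mertk*, a receptor for dying cells, was the exception at 1.64-fold (1.40 to 1.92). None of these genes was in another list or in a qPCR panel, and 17 of the 23 listed reached 1 FPKM in the flox/flox library. Genes of lipid-associated macrophages had a median of 0.81, with *Lgals3* 15.3-fold higher (12.2 to 19.5) and *Gpnmb* 7.43-fold higher (5.47 to 10.3). Inflammatory mediators had a median of 2.02 over 20 genes (1.29 with a pseudocount of 1 FPKM and 3.48 at 5 FPKM), 12 of them at least 2-fold higher. *Saa3*, a serum amyloid protein, was 40.5-fold higher (23.5 to 76.4), *Ccl7* 27.1-fold higher (12.2 to 74.7) and *Ccl8* 19.9-fold higher (11.7 to 36.7), and *Nos2* was 2.44-fold lower (1.90 to 3.16).

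Other blood cell lists gave a mixed account. Neutrophil genes had a median of 1.12 over 6 genes, with *S100a8* 5.12-fold higher (3.42 to 7.94) and *Elane* 3.21-fold lower (1.66 to 6.59). Mast cell genes had a median of 2.32 over 5 genes (1.72 with a pseudocount of 1 FPKM), with *Cma1*, the mast cell chymase, 8.69-fold higher (5.19 to 15.6) and *Hdc* 2.72-fold lower (2.10 to 3.55). Dendritic cell genes had a median of 1.18 over 6 genes, with *Cd74* 2.73-fold higher (2.58 to 2.89). These 3 medians lay above their random ranges. B and plasma cell genes, at -0.17 over 4 genes and at 0.16 under TPM, and erythroid genes, at -0.55 over 5, lay within theirs. Only *Trbc2* of the T and NK cell genes passed the filter, from 16 and 10 fragments, a difference not detectable at this depth. Interferon response genes had a median of 0.45 over 18 genes, above the random range but within it at 5 FPKM, at 0.25, with *Zbp1* 4.56-fold higher (2.96 to 7.30) and *Rsad2* 2.64-fold lower (2.33 to 2.99).

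Extracellular matrix and fibroblast genes were higher together with the macrophage genes. Of 26 matrix genes, 19 were at least 2-fold higher and none was 2-fold lower, with a median of 1.46. *Col1a1* was 5.23-fold higher (5.03 to 5.43), *Col3a1* 4.44-fold higher (4.33 to 4.54), *Fn1*, fibronectin, 6.83-fold higher (6.26 to 7.46) and *Timp1*, an inhibitor of matrix proteases, 12.9-fold higher (7.36 to 24.6). *Col4a2*, a basement membrane collagen, was 1.20-fold lower (1.17 to 1.23) and turned higher under TPM. Preadipocyte and fibroblast genes had a median of 1.04, with 7 of 13 at least 2-fold higher, among them *Dpp4* at 14.9-fold (9.82 to 23.9) and *Thy1* at 4.88-fold (3.94 to 6.08). *Lyve1* and *Pdpn*, read in lymphatic vessels but also in macrophages and mesothelium, were 15.2-fold (10.4 to 23.2) and 11.6-fold (6.45 to 22.9) higher, and *Flt4*, a receptor of lymphatic endothelium, was 1.90-fold lower (1.56 to 2.32). The median of these 3 was 3.23, above the random range, but 1.96 with a pseudocount of 1 FPKM, and the median of all 7 members above 0 was 0.78.

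Vascular and nerve markers moved the other way. Endothelial genes had a median of -0.91 against -0.23 to 0.30 for random lists, with 7 of 19 at least 2-fold lower (3 under TPM) and none 2-fold higher. *Kdr*, the main receptor of vascular endothelial growth factor, was 3.07-fold lower (2.90 to 3.25), *Cdh5* 2.75-fold lower (2.62 to 2.90) and *Cldn5*, a tight junction protein, was at 70.6 and 19.4 FPKM. *Plvap* was 1.54-fold higher (1.33 to 1.78). Smooth muscle and mural genes had a median of -0.96, with 6 of 12 at least 2-fold lower (3 under TPM). *Kcnj8*, a pericyte potassium channel, was 3.50-fold lower (3.06 to 4.02) and *Notch3* 2.55-fold lower (2.34 to 2.78), and *Des*, which skeletal muscle also expresses, was 6.03-fold higher (5.69 to 6.39). Schwann and nerve genes had a median of -0.66 over 7 genes, 3 of them at least 2-fold lower (1 under TPM). The mural and nerve medians lay below their random ranges.

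The m6A machinery did not stand apart as a group, with a median of 0.11 over 17 genes within the random range of -0.28 to 0.37. Among the readers, *Ythdf2*, which directs methylated transcripts to decay, was 3.06-fold higher (2.71 to 3.47) and *Ythdf1*, linked to their translation, was also more than 2-fold higher. The writers *Mettl14*, at 1.08-fold lower (0.908 to 1.29), and *Zc3h13*, at 1.08-fold lower (0.967 to 1.21), and the eraser *Alkbh5*, at 1.06-fold lower (0.992 to 1.13), all had intervals that include 1 and turned higher under TPM and own totals. *Wtap* was 1.14-fold higher, and *Fto*, an eraser, 1.08-fold higher (0.983 to 1.18).

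The adipose qPCR panel had a median of -0.39 over 25 genes, below a random range of -0.39 to 0.16 at the 2.44 percentile, a call that was lost with a pseudocount of 0.01 FPKM, at 5 FPKM (-0.29), after median centring and after rescaling without the most abundant genes. Of these, 4 were at least 2-fold lower, namely *Ucp1*, *Prdm16*, *Ppargc1a* and *Sdhb*, and *Pfkm* was at least 2-fold higher, while under TPM 2 were lower and 3 higher. This panel is not counted as independent evidence either. Lists of cell state mostly lay within their random ranges: integrated stress response at 0.35, unfolded protein response at 0.19, p53 and senescence at 0.36, circadian genes at 0.17, oxidative stress response at 0.10, cytosolic ribosomal proteins at 0.10, and hypoxia and angiogenesis at -0.19, the last at 0.15 under TPM. Within the stress response list, *Chac1* was 11.2-fold higher (7.91 to 16.4) and *Trib3* 3.11-fold lower (2.58 to 3.76), and *Hmox1* of the oxidative stress list was 7.58-fold higher (6.54 to 8.81). Of the proliferation genes only *Pcna* passed the filter, 1.16-fold lower (1.05 to 1.29) but higher under TPM. Reference genes had a median of 0.04 over 14 genes. *B2m* was 1.95-fold higher (1.89 to 2.01) and *Gusb* 2.34-fold higher (2.10 to 2.62), and *Ppia*, at 1.02-fold lower (0.981 to 1.05), *Tbcb* and *Tbp* turned higher under TPM. *Gapdh*, at 4.14 and 3.13 FPKM, has many pseudogenes that can share its reads, so its value is uncertain. Transcripts of the Y chromosome, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, were present in both libraries with a median of -0.47, within range, and *Xist* was at 0.0128 and 0.00551 FPKM.

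Among genes with a mean of at least 5 FPKM and values above 0 in both libraries, the 10 with the highest ratios were *Myh7*, *Csrp3*, *Myl2*, *Tnni1*, *Myh1*, *Smtnl1*, *Lmod2*, *Tnnt1*, *Ankrd2* and *H19*. The first 9 are genes of striated muscle. *Myl2* and *Csrp3* each rested on 1 fragment in the flox/flox library, with ratios of 1104 (198 to 43629) and 1214 (218 to 47995). *H19*, an imprinted long noncoding RNA on chromosome 7 (142575529 to 142578143, GRCm38), was at 1.30 and 136 FPKM. The 10 with the lowest ratios were mostly pseudogenes, short RNAs or unannotated loci whose counts depend on how shared reads are assigned and are uncertain, such as *BC002163* at 70.9-fold lower (47.4 to 111) and *mt-Tw* at 14.8-fold lower (8.05 to 30.4). *Nr4a1*, an orphan nuclear receptor induced by adrenergic signalling, was the protein-coding gene among them, at 110 FPKM in the flox/flox library and 9.35 FPKM in the library labelled BKO.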

Values the study reported

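Comparing iBAT of BKO with flox/flox mice by RNA-seq, the study called 1552 genes upregulated and 530 downregulated, at thresholds of a fold change above 2 and a q value below 0.005. Its main qPCR panel used 5 to 8 mice for each group. There, the genes it names as general adipocyte markers, thermogenic genes, and genes of lipogenesis, lipolysis and fatty acid oxidation were lower in BKO mice. The muscle genes it names were higher. In a separate measurement, *Cd36*, *Lpl* and *Angptl4* mRNA were not altered.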

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

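No paired analysis was possible because each group has 1 library, and no result comes from a test. Own-total scaling was added after seeing the data, and the other alternatives were set before. Against 1341 genes at least 2-fold higher and 721 lower, the counts were 3393 and 2316 without a filter, 548 and 277 at 5 FPKM, 519 and 139 at 4-fold, and 2129 and 425 under TPM, and the lower count was 413 with a pseudocount of 1 FPKM and 343 among protein-coding genes. The filter and threshold act through the number of genes that can be counted, and for the others the cause was not tested. Own totals gave 1540 and 588, of which 72.4% were higher. Of 168 alternative medians of the 14 main lists, 164 kept their call and direction. Random lists move with the scaling, so the alternative scalings could hardly change a call, here or for the other lists. The lipolysis median moved from -0.03 to 0.31 under TPM, 0.03 without the most abundant genes and 0.09 with own totals, scalings that shift genes far above the pseudocount nearly alike. Lipid uptake lost its call without the qPCR genes, at -0.24 over fewer genes, and the thermogenic median ranged from -0.71 to -0.35 and adult muscle from 4.72 to 6.02. For the other lists, 443 of 470 values kept their call and direction and 25 crossed 0 or gained or lost a call. Besides those named with their lists, mitochondrial biogenesis gained a call at 5 FPKM (-0.46) and among protein-coding genes, the integrated stress response with a pseudocount of 1 FPKM and without a filter, B and plasma cells without a filter and erythroid genes against unmatched random lists, and the imprinted growth genes lost theirs without a filter (0.23). The imprinted growth genes reversed, to -0.11 at 5 FPKM and -0.11 among protein-coding genes, both of which test fewer of them. The *Mettl3* log2 ratio was 0.73 under TPM against 0.39, outside its counting interval, and was positive under each alternative run. Of 1591 alternative values of named genes, 1303 stayed within counting error (or, where fragments were undetermined, on their side of 2-fold and of 0) and 34 crossed the 2-fold threshold. Depth limits genes of few fragments, such as those with 1 to 5 in the flox/flox library, and the absence of replicates limits all results.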

Other observations

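All tests named in this part were set before the values they measure were seen, except that the immediate-early, acute-phase and complement, and imprinted gene lists, the tests of 1 scaling factor for all genes, the comparison of slow with fast fibre genes, the ratios between muscle genes and the dilution tests of the mitochondrial and oxidation lists were chosen afterwards. The margin used in the m6A test was not part of its planned rule.

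Genes of heat production that does not use UCP1 went both ways in the library labelled BKO. The creatine kinase *Ckb* was 2.81-fold lower (2.55 to 3.09), *Pm20d1*, which makes lipid-linked amino acids that uncouple mitochondria, 4.02-fold lower (3.43 to 4.71) and glycerol kinase *Gk* 4.98-fold lower (4.72 to 5.26). The 3 highest members are also muscle genes: *Atp2a1*, the calcium pump of fast muscle, at 44.4-fold (40.5 to 48.7), *Ckmt2* at 47.7-fold (31.4 to 76.4) and *Sln*, sarcolipin, with no fragment in the flox/flox library, at least 191-fold. The list median was 0.53 over 12 genes, above its random range of -0.31 to 0.41, and 2.02 at 5 FPKM. White and beige adipocyte markers had a median of 1.82, with 8 of 11 genes at least 2-fold higher. *Wfdc21* was 23.2-fold higher (13.7 to 42.8), *Agt*, angiotensinogen, more than 2-fold higher and *Hoxc8* 3.09-fold higher (2.30 to 4.20), and *Slc36a2* was 1.34-fold lower (1.30 to 1.37) and *P2rx5* 1.54-fold lower (1.43 to 1.65), both markers of brown and beige cells.

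Secreted acute-phase and complement genes, many of them made by adipocytes, were higher, at a median of 1.67 with 10 of 12 genes at least 2-fold higher. *Serpina3n* was 17.9-fold higher (15.1 to 21.4), *Orm1* 5.33-fold higher (4.91 to 5.79), *Hp*, haptoglobin, 3.77-fold higher (3.71 to 3.84) and *C3* 2.11-fold higher (2.07 to 2.15). Immediate-early genes had a median of -0.65 over 16 genes, with 6 at least 2-fold lower and 2 at least 2-fold higher. These counts were 5 and 4 under TPM and 5 and 3 with own totals. *Egr1* was 4.72-fold lower (4.30 to 5.19) and *Nr4a2* 4.41-fold lower (3.71 to 5.27), whereas *Fosb* was 4.54-fold higher (3.35 to 6.28). Imprinted growth genes had a median of 0.58 over 9 genes, above the random range of -0.36 to 0.52 but within it without a filter (0.23) and at -0.11 both at 5 FPKM and among protein-coding genes, with *H19* at 1.30 and 136 FPKM, *Igf2* 1.58-fold higher (1.35 to 1.85) and *Cdkn1c* 2.45-fold lower (2.21 to 2.72). The genes of these 3 lists, and *Ckb*, *Pm20d1* and *Hoxc8*, were chosen after their values were seen.

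The rise of skeletal muscle genes was set against scaling, a shift of brown adipocytes toward developing muscle and admixed muscle, whose planned test, the share of adult muscle genes at least 2-fold higher (100%), restates the pattern and decides nothing. A scaling factor common to all genes is argued against as the cause, since it moves random lists alike and the adult median lay 5.48 above their range. This restates the list call and is no separate test. More of the same adult muscle and a shift toward developing muscle cannot be told apart: the slow fibre median lay 0.94 above the fast one, past the range of random lists (-0.37 to 0.57), but resampling the members gave a 95% interval that reaches down to -1.97 and so spans that range, and with a pseudocount of 1 FPKM the difference was -0.98. The 10 developing muscle genes at 1 FPKM or more in either library were all at least 2-fold higher, at a median of 4.01. This is 1.63 below the adult median, past the bound of 1 set for a shift, but it decides nothing. Only 5 of the 10 passed the filter. For the rest, the 0.1 FPKM added to each value keeps the log2 ratio more than 1 below the adult median. Admixture of another muscle and an effect of the genotype stay open as well. Among pairs chosen after their values were seen, the FPKM ratio in the flox/flox library and the library labelled BKO was 0.00491 and 0.139 for *Myh7* over *Myh4*, 0.0219 and 0.0928 for *Tnnt1* over *Tnnt3*, 0.0139 and 0.0744 for *Tnni1* over *Tnni2*, and 2.43 and 4.62 for *Acta1* over *Myh4*, where *Myh7*, *Tnnt1* and *Tnni1* rest on 5, 6 and 3 flox/flox fragments.

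The rise of macrophage genes was weighed against a smaller share of adipocyte RNA, which would raise the markers of all other cells alike. Macrophage and endothelial medians instead differed by 2.96, against -0.38 to 0.38 for pairs of random lists, and the mural and nerve medians were below 0. A common scaling factor is argued against too, since the macrophage median lay 1.74 above the range of random lists, which again restates the list call. An effect of the genotype and a difference in dissection between the pools both stay open and were not tested.

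The lower thermogenic and mitochondrial genes could come from dilution of brown adipocyte RNA by other cells. Dilution by cells other than adipocytes is argued against as the whole cause, as the medians minus that of general adipocyte genes were -0.81 for thermogenic (random lists -0.33 to 0.49), -1.36 for mitochondrially encoded (-0.56 to 0.48), -0.72 for nuclear OXPHOS (-0.32 to 0.37) and -0.88 for fatty acid oxidation genes (-0.37 to 0.45), but white adipocytes would add the general genes and were not excluded. A common scaling factor is argued against, as the medians lay outside the range of random lists by -0.35, -0.66, -0.33 and -0.36, in that order. These distances restate the list calls and are no separate test. Setting the median of all genes to 0 had been planned as the test of scaling for all 3 patterns, but it moved ratios by only -0.02 and decides nothing. The *Ucp1*-iCre driver was carried only by the mice labelled BKO, and by the study's description it is inserted in *Ucp1* itself. Its own effect on *Ucp1* reads and that of the deletion thus stay confounded in these 2 libraries. Between flox/flox and *Ucp1*-iCre mice the study saw no difference in body weight, iBAT weight, iBAT morphology or cold challenge. Its text gives no *Ucp1* level for that comparison. In cultured flox/flox brown adipocytes given Cre by adenovirus, without this driver, its qPCR also found lower *Ucp1*, *Prdm16* and *Ppargc1a*.

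Loss of m6A was tested as a source of the ratios across genes. Loss of m6A could move methylated transcripts either way, so a link in either direction would count. Ratios would then follow the density of the motif GGACT in the 3′ UTR more closely than that of other arrangements of the same bases. Spearman's rho across 10001 genes was 0.031, while the central 95% of 35 other arrangements ran from -0.029 to 0.033 and the highest was 0.041. The rule set beforehand read a rho inside that range as against loss of m6A at GGACT. That reading is not drawn, since rho lies inside by less than its own spread of 0.010, a margin absent from the rule. The only 2 arrangements with a rho as large in size, CTGGA at 0.041 and TGGAC at 0.031, can overlap GGACT sites. They are therefore not independent of it, and the comparison decides nothing. Genes are not independent replicates, and no methylation data were used.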
